A study of Mus musculus with 9 samples. Its data were reported in "Targeted CRISPR-Cas9 screening identifies core transcription factors controlling murine haemato-endothelial fate commitment" (2025).

How the data were processed

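SORT-seq was done on cells sorted from EB and HB cultures of differentiating mouse embryonic stem cells, with 9 plates of 384 wells. Per the labels, each plate gave 1 library of pooled, barcoded wells. In vitro transcription served for amplification, and libraries were prepared as in CEL-Seq2. The authors mapped reads to GRCm38 with STARsolo 2.7.3a and used Seurat 4.3 downstream. The deposited tables give, for each plate, UMI counts and read counts per gene and well, with spliced, unspliced and total transcripts in separate tables. The deposited tables of corrected transcript numbers hold estimated counts, that is, expected counts after a correction for the 4096 possible UMIs. Each corrected value was checked against the formula on every plate with a tolerance of 0.001. Among the spliced values, 100% equalled the formula applied to UMIs. Among the total ones, 100% equalled the formula applied to reads, which leaves amplification in the values. Whole-number UMI counts of total transcripts were therefore used, and the largest was 3208. Spliced and unspliced UMIs added up to the total in 100% of entries.

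The sort gate of each well was taken from the deposited plate layout and the batch of each plate from the deposited annotation, which does not say what the batches are. The tables hold 36007 row names, 90 of them spike-ins, and 80.9% of the 35917 gene names were found in a RefSeq gene table for GRCm38, from which identifiers and positions were taken. Wells were filtered by median absolute deviations (MADs) over all plates, with 3 MADs (scaled by 1.4826) as the limit. That left out wells below 1660 UMIs (177 wells) or 1761 genes (326 wells), and wells above 7.54% spike-ins (643 wells) or 14.7% mitochondrial UMIs (131 wells). The settings of the filter used in the study are not stated in its methods. UMIs of the kept cells were summed per plate and gate, since cells on a plate are not independent replicates. Sums needed 10 cells, and 62 of 63 were used. The CD41-VE-cad- gate of plate 9 had 9 cells, which leaves 8 plates for that gate. The sums held 11 to 94 cells. Reads per UMI were 4.26 in batch 1 and 3.27 in batch 2. No 2 of the 36 pairs of plates were identical, and plate totals differed by more than counting error (chi-square per degree of freedom 5.43 to 27.0), with Spearman's rho across genes of at least 0.968.

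Gene-wise tests were run in R 4.3.3 with edgeR 4.0.16 (TMM, filterByExpr, quasi-likelihood F test) on 1 fit over all gates, with Benjamini-Hochberg adjustment over 11725 genes and a threshold of 0.05. This fit had no term for plate, although the gates shared plates, and plate as a block was used as an alternative. The prior degrees of freedom were 11.1, the common dispersion was 0.0241 and TMM factors ran from 0.890 to 1.10. The mean of HB gates is the mean of the 5 gates on the log scale in the fit, and the mean of the CPM values of the gates present on a plate for levels, which on plate 9 are 4 gates. An SE is the absolute log2 fold change divided by the square root of F. Levels of sort genes were also tested by two-sided exact permutation of plate values without pairing by plate, adjusted over 30 tests. Lists were tested on voom values of the same fit with camera (limma 3.58.1, preset correlation 0.01), with camera and an estimated correlation, and with fry, for genes with at least 20 UMIs and lists with at least 3 such members. Camera compares a list with all other genes. Fry asks whether the genes of a list move 1 way on balance and does not compare them with other genes. Genes of the sorted proteins were left out of the lists in comparisons that gate on them. Simulated 2-fold changes planted in 100 genes per comparison were recovered in 71% to 94% and 4-fold changes in 88% to 99%.

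The 23 lists covered markers of epiblast, primitive streak, lateral mesoderm, endoderm, neuroectoderm, haemato-endothelial factors, endothelium, arterial genes, smooth muscle, cardiac muscle, primitive erythroid, megakaryocyte, myeloid and definitive progenitor cells. They also covered matrix, BMP and WNT targets, haem and iron, glycolysis and hypoxia, immediate early genes, S phase, G2/M and the 14 screen candidates. The lists hold 298 genes with the 5 genes of the sort check, Pdgfra included. The lists were written after the figures of the study had been opened, and Laptm5, Csf2rb, Meis1, Lyz2 and Dnmt3b appear there. The text of the study also names Nanog, Pou5f1 and Fgf5 of the epiblast list, Mesp1, Mesp2, Mixl1 and Eomes of the primitive streak list, Tal1, Lmo2, Gata2, Sox7, Runx1 and Etv2 of the haemato-endothelial list, and members of other lists. The results of these lists and the cluster names are therefore not fully independent of the study. The screen candidates were chosen by the study on other data. Cdt1, Foxf1, Itgam, Sox1 and Sox2 have no row in the tables. The gates, tests, filters, lists, first set of alternatives and the rule for named genes were fixed before the data were examined. That rule takes the sort genes, the screen candidates, the 10 genes with the largest rise and the 10 with the largest fall among genes with adjusted p under 0.05, at least 100 CPM in the higher group and no overlap of plate values, and up to 4 members with the smallest adjusted p of each list the text describes, without mitochondrial and predicted genes. The text names a part of these genes, and that part was chosen after their values were seen.

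Cells of each stage were clustered in Python 3.11.15 with scanpy 1.11.5 and leidenalg 0.10.2, after scaling to 10000 UMIs per cell and a log transform, on 2000 variable genes without the screen candidates, 30 principal components, 15 neighbours and resolution 1 with seed 1. A cluster of at least 20 cells was named after the marker list with the most genes at least 2-fold above the other cells of the stage (with 5 CPM added to both), with 3 such markers as the minimum. It was left unnamed when another marker list had more genes than that list among the 10 genes with the largest fold at 50 CPM or more. Its leading genes are the 5 with the largest fold at 50 CPM or more. The naming rule, the resolution and the limit of 2% haemoglobin UMIs were set after a first look at the cells. Candidates were tested by the edgeR F test on sums per plate and EB cluster, with 56 sums and 9525 genes, where neighbouring types were compared on the mean of their clusters. For shares of cells with a UMI, cells were thinned to 3000 UMIs and exact 95% binomial intervals were taken with scipy 1.17.1. Other tools were numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

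The alternatives were the deposited read-based estimated counts, spliced UMIs, DESeq2 1.42.0 size factors and its Wald test, no filter and a stricter filter on low counts (at least 50 UMIs and 10 UMIs in 2 sums), plate as a block, only the gates compared, the cell filter within each plate, every well with at least 1000 UMIs, per-cell CPM in limma, leaving out each plate, other cluster resolutions (0.5 and 1.5) and for thinning, depths of 1500 and 5000 UMIs and none. Saturation-corrected spliced UMIs, each batch alone and leaving out erythroid-like HB cells (with sums of at least 5 cells in place of 10) were added after the data had been seen. The list tests were not run for the Wald test, the gates alone and the per-cell values.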

Results

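Mouse embryonic stem cells were differentiated in vitro through mesoderm to blood and endothelium, and single cells were profiled by SORT-seq, in which each sorted cell is lysed in its own barcoded well of a 384-well plate and its transcripts are counted by unique molecular identifiers (UMIs). Embryoid bodies (EBs), in which mesoderm forms, were grown for 5 days with 5 ng/ml BMP4 throughout. VEGF, activin A and bFGF (5 ng/ml each) were added at day 2.5. Mesoderm sorted from EBs was then placed in haemangioblast (HB) culture for 2.5 days with 5 ng/ml VEGF and 10 ng/ml IL6, where endothelial, smooth muscle and blood cells arise. Cells came from 7 sort gates, which were FLK1- and FLK1+ in EBs and CD41-VE-cad-, CD41-VE-cad+, CD41+VE-cad+, CD41+VE-cad-c-Kit+ and CD41+VE-cad-c-Kit- in HB cultures. The last pair are called c-Kit+ and c-Kit- from here on. Each of the 9 plates held all 7 gates and served as a replicate, with 3 plates in batch 1 and 6 in batch 2. Whether the plates were sorted from separate differentiations is not stated. The p-values below may therefore not cover the spread between cultures. The plates held between 6739767 and 11033785 UMIs each. Of 3456 wells, 2733 passed the cell filter, 1195 of them from EBs and 1538 from HB cultures. The share kept was lowest in the CD41-VE-cad- gate (162 of 270 wells) and, by plate, on plate 9 (52.3% of 384 wells). Median UMIs per kept cell ran from 14547 in the c-Kit- gate to 32421 in the CD41-VE-cad+ gate. Sums of UMIs per plate and gate held 234830 to 3724523 UMIs. Levels below are UMIs scaled to a common library size (CPM), as mean ± SD over plates, and changes are log2 fold changes ± SE of the fit.

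The RNA of the sorted surface proteins was examined first, as a check of the gates. Kdr, which encodes FLK1, stood at 437 ± 29.9 CPM in FLK1+ sums and 25.1 ± 3.26 CPM in FLK1- sums (n = 9 plates each). Cdh5, which encodes VE-cadherin, reached 878 ± 105 CPM in the CD41-VE-cad+ gate and 115 ± 21.1 CPM in the CD41+VE-cad+ gate. In the CD41-VE-cad- gate it stood at 11.8 ± 13.3 CPM, with 42.6 CPM on plate 2 and 0 to 14.5 CPM on the others. Itga2b, which encodes CD41, was at 1491 ± 256 CPM in c-Kit- sums, 429 ± 58.4 CPM in c-Kit+ sums and 521 ± 138 CPM in CD41+VE-cad+ sums. Kit RNA followed its own gate, with 221 ± 41.6 CPM in c-Kit+ and 8.75 ± 6.65 CPM in c-Kit- sums. Of 30 two-sided exact permutation tests of these genes and Pdgfra over the 6 comparisons, 24 gave an adjusted p below 0.05, and 17 of those gave the smallest p the permutations allow (4.11e-05 for 9 against 9 plates, 8.23e-05 for 9 against 8). For Pdgfra no difference between FLK1+ and FLK1- sums passed the test (106 ± 13.8 against 99.1 ± 9.30 CPM, exact permutation, adjusted p = 0.285). Since the gates select on FLK1, CD41, VE-cadherin and c-Kit, differences in their 4 genes are no findings of their own. No gate on these plates selects on the product of Pdgfra, but some of the mesoderm populations that the study placed in HB culture are sorted on it. Pdgfra was lower in the HB gates than in FLK1+ cells (6.54 ± 1.66 against 106 ± 13.8 CPM, exact permutation, adjusted p = 8.23e-05, lower on 9 of 9 plates).

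**Figure D1:**
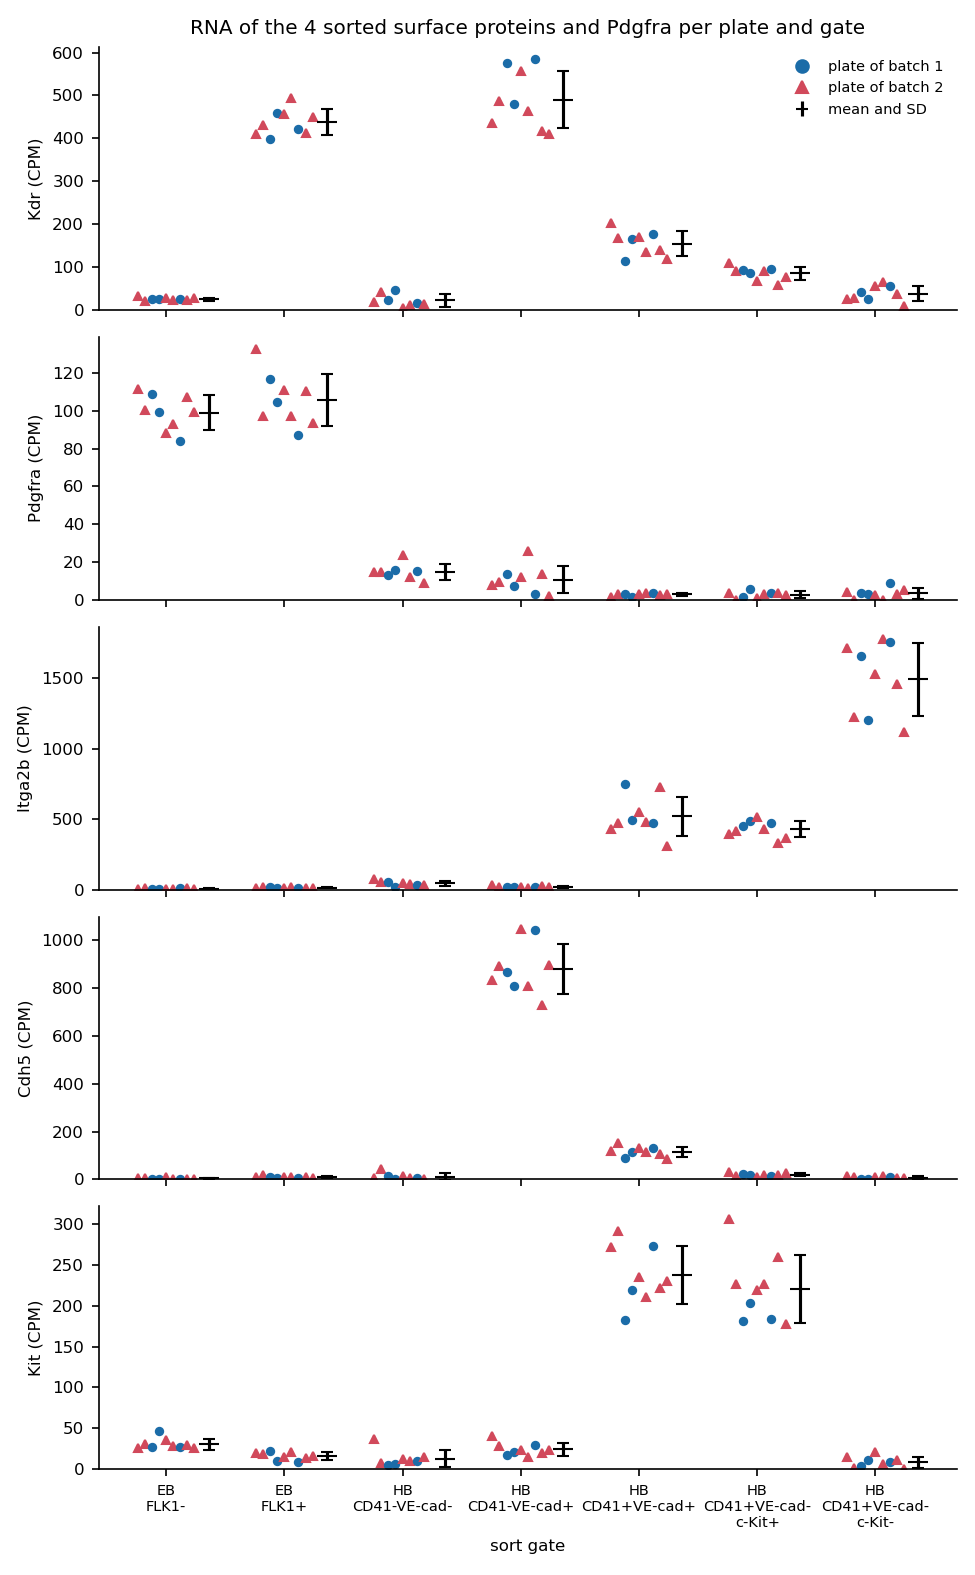
Levels in CPM of the 4 genes that encode the sorted surface proteins, and of Pdgfra, in the 7 gates, with 1 point per plate (circles batch 1, triangles batch 2) and the mean with its SD as a bar. Kdr averages 437 CPM in FLK1+ sums against 25.1 CPM in FLK1- sums, and Cdh5 is highest in the CD41-VE-cad+ gate at 878 CPM.

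Cells were clustered within each culture stage and named from marker lists to describe what each gate held. The FLK1- gate was 44.0 ± 6.14% early mesoderm-like and 37.0 ± 7.11% epiblast-like cells. FLK1+ cells were 38.7 ± 3.59% haemato-endothelial mesoderm-like, 33.4 ± 4.26% early mesoderm-like and 16.5 ± 4.44% lateral mesoderm-like (mean ± SD, n = 9 plates). The early mesoderm-like cells of the 2 gates were in different clusters, with 192 of 198 FLK1- cells in a cluster with Mesp2, Tbx6 and Fgf8 and 238 of 247 FLK1+ cells in one with Mixl1 and Evx1. In HB cultures the CD41-VE-cad+ gate was 98.7 ± 1.89% endothelial-like. The CD41-VE-cad- gate was a mixture, with 54.8 ± 10.8% primitive erythroid-like and 38.7 ± 13.1% smooth muscle-like cells. These shares differed between batches, at 44.8% and 49.8% in batch 1 and 59.8% and 33.1% in batch 2. The CD41+VE-cad+ gate held 30.4 ± 9.02% myeloid-like, 20.7 ± 5.21% definitive progenitor-like and 13.9 ± 4.12% megakaryocyte-like cells, and a further 31.0 ± 7.54% fell in clusters that were given no name. The c-Kit+ gate was 52.2 ± 10.6% definitive progenitor-like. The c-Kit- gate was 53.2 ± 9.87% megakaryocyte-like and 38.8 ± 10.7% primitive erythroid-like. Haemoglobin genes took more than 2% of UMIs in 90 of 162 CD41-VE-cad- cells and in 176 of 217 c-Kit- cells. These shares describe single cells within sort gates, and EB cells formed 9 clusters and HB cells 12.

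Several of these names depended on single plates when clusters were drawn and named anew without 1 plate, here as shares of all cells of a stage. Definitive progenitor-like cells, 22.5% of HB cells, were 14.6%, 5.97%, 12.8%, 10.1%, 14.98% and 8.84% without plates 1, 2, 3, 6, 7 and 8, and no cluster had that name without plate 9. Cells named epiblast-like, absent from HB cultures above, were 10.3 to 14.2% without plate 1, 3, 5, 7, 8 or 9. Unnamed HB cells (18.1%) were 34.9% and 30.4% without plates 2 and 6 and 8.86%, 9.004% and 10.4% without plates 5, 7 and 8, and megakaryocyte-like cells (12.4%) were 19.2% without plate 8. In EBs, early mesoderm-like cells (37.2%) were 16.9% and 16.99% without plates 5 and 8. Haemato-endothelial (24.2%) and lateral mesoderm-like cells (11.1%) were 13.6% and 17.9% without plate 3, and epiblast-like cells (14.6%) were 6.48% without plate 2. Unnamed EB cells (12.9%) were 21.7%, 26.6%, 30.3%, 28.5% and 21.4% without plates 2, 3, 5, 8 and 9. Endothelial-like, myeloid-like, primitive erythroid-like and smooth muscle-like shares of HB cells stayed within 1.5 times when plates were left out. At resolution 0.5, however, primitive erythroid-like cells were 5.92% against 12.2%, and lateral mesoderm-like cells were 22.0%. At resolution 1.5, lateral mesoderm-like cells were 16.99%, definitive progenitor-like cells 14.04% and HB cells named epiblast-like 8.13%. With the cell filter within each plate, definitive progenitor-like cells were 10.25% and HB cells named epiblast-like 12.9%, and the megakaryocyte-like share fell by more than 1.5 times. With the read-based values, definitive progenitor-like cells were 12.7% and megakaryocyte-like cells 20.3%. With saturation-corrected spliced UMIs, megakaryocyte-like cells were 19.4%, unnamed HB cells 9.23% and haemato-endothelial mesoderm-like cells 13.6%, and 6.03% of EB cells were named endothelial-like.

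**Figure D2:**
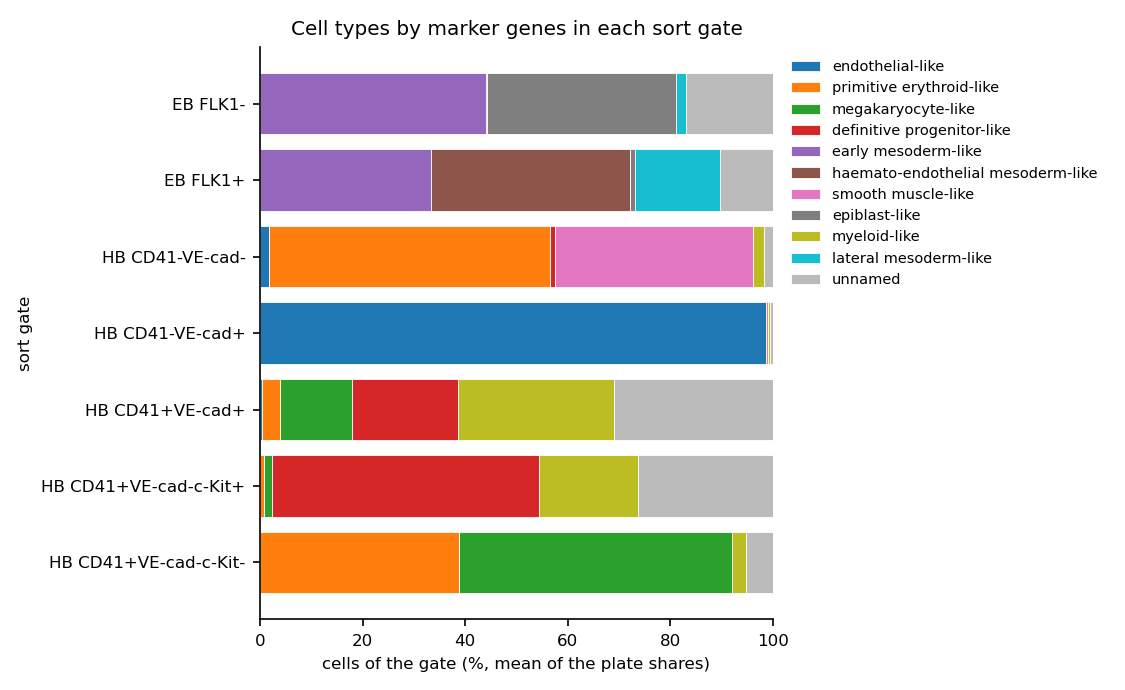
Stacked bars of the share of cells, in percent, in each named cluster type for the 7 sort gates, as the mean of the plate shares. The CD41-VE-cad+ gate is almost all endothelial-like (98.7%), while the CD41-VE-cad- gate is split between primitive erythroid-like (54.8%) and smooth muscle-like cells (38.7%).

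FLK1+ and FLK1- cells of day 5 EBs were compared to describe the mesoderm from which blood and endothelium arise. Transcription factors of haemato-endothelial mesoderm were higher in FLK1+ cells. Etv2, the ETS factor needed for that fate, rose by 3.75 ± 0.15 (399 ± 46.8 CPM against a mean of 28.9 CPM, adjusted p = 6.46e-32, chromosome 7, 30633616 to 30636509), and did so within batch 1 (3.88) and batch 2 (3.71). Tal1 rose by 4.49 ± 0.16 (166 ± 28.4 against 7.51 ± 4.66 CPM, adjusted p = 1.41e-34) and Lmo2 by 4.36 ± 0.16 (298 ± 36.5 against 14.2 ± 4.70 CPM, adjusted p = 1.41e-34). Epiblast genes were lower in FLK1+ cells, with E-cadherin (Cdh1) at -4.77 ± 0.26 (8.04 ± 4.09 against 219 ± 14.8 CPM, adjusted p = 2.81e-25) and Nanog at -3.56 ± 0.14 (16.3 ± 4.59 against 190 ± 31.5 CPM, adjusted p = 7.28e-32). Each of these genes moved the same way on all 9 plates. Other large rises were in Phlda1 (3.68), Rgs5 (3.66), Gata2 (3.58), Nrp1 (3.52), Exoc3l (3.41) and Gata3 (3.33). Falls were also large in Trh (-4.82), Pim2 (-4.19), Fgf5 (-4.15), the metallothioneins Mt2 (-3.74) and Mt1 (-3.03), Fst (-3.00) and Sema6a (-2.79).

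All 13 tested haemato-endothelial factors were higher in FLK1+ cells (median 2.19, camera adjusted p = 2.07e-22), as were all 10 lateral mesoderm genes, among them Bmp4 (3.13), Tbx3 (2.92), Tbx20 (2.75) and Msx2 (1.89; list median 1.97, adjusted p = 3.37e-21). All 11 epiblast genes were lower (median -3.09, adjusted p = 9.31e-27), including Otx2 (-2.62). Of 14 primitive streak genes 10 were lower (median -0.53, adjusted p = 4.75e-08), with Fgf8 at -3.99, Mesp2 at -2.32, T, the brachyury gene, at -1.81 and Lhx1 at -1.11, while Mixl1 (0.67) and Evx1 (0.30) were higher. Of 13 glycolysis and hypoxia genes, 9 were lower and none higher (median -0.47, adjusted p = 8.76e-08), among them Ddit4 (-2.24), Pdk1 (-1.484), Bnip3 (-1.22) and Tpi1 (-0.47). Targets of BMP signalling were higher in 6 of 8 cases (median 1.34, adjusted p = 1.46e-07), led by Bambi (1.99), Smad6 (1.94) and Smad7 (1.12), with Id1 (-0.56) and Id2 (-0.82) lower. Of 5 neuroectoderm genes, 4 were lower (median -1.40, adjusted p = 2.80e-06), namely Pou3f1 (-2.68), Dll1 (-1.90), Zic2 (-1.40) and Nes (-1.06).

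Vessel genes moved less evenly. Of 17 endothelial genes 8 were higher, including Nos3 (2.45), Esam (2.24), Tek (1.99) and Ramp2 (1.10), and Sox17 was lower at -1.05 (list median 0.27, adjusted p = 0.0108, adjusted p = 0.129 with an estimated correlation). Of 13 matrix genes 7 were higher, such as Lama4 (2.35), Col4a2 (1.44), Col4a1 (1.31) and Sparc (1.05), and Lamb1 (-0.48), Lamc1 (-0.39) and Nid2 (-0.59) were lower (median 1.05, adjusted p = 0.000675, adjusted p = 0.145 with an estimated correlation). In the arterial list Hey2 (2.36), Efnb2 (1.93) and Hey1 (1.05) were higher and Jag1 lower (-1.41), among 8 tested (median 0.72, adjusted p = 0.0273). That call was lost without plate 2 (adjusted p = 0.0559), plate 6 (0.0548) or plate 9 (0.146), within a range of 0.00474 to 0.490 over all alternatives. It was also lost with the read-based values, with spliced UMIs, with saturation-corrected spliced UMIs and with batch 1 alone. The other 12 lists did not pass (adjusted p from 0.0694 to 0.983), with 21 of their 144 members higher and 15 lower (22 and 16 adjusted over the list alone). For the 10 called lists the counts adjusted over the list alone were the same. The cardiac list, among those that did not pass, passed without plate 1, 8 or 9 (adjusted p = 0.0231, 0.0338 and 0.0416, within 0.00291 to 0.124 over all alternatives). It also passed with the read-based values, with no filter or a stricter one on low counts and with the cell filter within each plate. In the endoderm list only Sox17 was measured well enough to be tested. Members of a list that moved against it were named after their values were seen, here and in the comparisons that follow.

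Of 11725 genes tested, 2918 differed between FLK1+ and FLK1- sums, 1399 higher and 1519 lower, 891 of them by at least 2-fold. Plate values did not overlap for 1070 genes, against a chance share of 0.00411% of genes. Within batch 1 the count was 1086 and within batch 2 it was 2209, and 99.8% and 100% of the genes called over both batches had the same direction there. The plates of each batch helped to choose these genes, so part of this agreement follows from the choice, here and below. All p-values here and below measure the spread between plates of this culture system only.

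In HB cultures, CD41-VE-cad+ cells were compared with CD41-VE-cad- cells, that is, endothelium with the cells that carried neither surface protein. Endothelial and basement membrane genes were higher in CD41-VE-cad+ cells. Tie1, an endothelial receptor kinase, rose by 4.53 ± 0.18 (943 ± 112 against 38.9 ± 26.9 CPM, n = 9 and 8 plates, adjusted p = 1.17e-32), and the collagen gene Col4a1 by 2.28 ± 0.13 (6496 ± 607 against 1339 ± 298 CPM, adjusted p = 6.29e-25). CD41-VE-cad- cells carried red cell and mesenchymal transcripts instead. The embryonic globin Hbb-y stood at -6.86 ± 0.31 (133 ± 59.1 against 15675 ± 5658 CPM, adjusted p = 9.11e-30), Alas2, the erythroid enzyme that starts haem synthesis, at -7.18 ± 0.34 (3.24 ± 2.63 against 512 ± 124 CPM, adjusted p = 1.41e-28), and the collagen gene Col1a1 at -7.53 ± 0.46 (3.64 ± 2.99 against 627 ± 519 CPM, adjusted p = 9.66e-23). All 5 moved the same way on each of the 8 plates with both gates, and within both batches (Tie1 4.86 and 4.38, Hbb-y -7.40 and -6.79). Klf1, an erythroid factor, had 3 UMIs in all CD41-VE-cad+ sums and 977 in the CD41-VE-cad- sums (0.322 ± 0.965 against 213 ± 53.6 CPM). Emcn had 927 against 2 UMIs, Notch4 440 against 3 and Slc4a1 3 against 744.

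All 17 tested endothelial genes were higher in CD41-VE-cad+ cells, including Esam (5.30), Ramp2 (4.88) and Ptprb (3.89; list median 4.57, adjusted p = 6.26e-21). All 8 arterial genes were higher too, such as Gja4 (5.38), Efnb2 (2.59) and Notch1 (2.33; median 2.35, adjusted p = 4.39e-06). Pcdh17 (6.74), Adgrl4 (6.64), Robo4 (6.16), Procr (5.91), Rasip1 (5.84), Cd93 (5.84), Serpina3g (5.64) and Myct1 (5.42) had large rises. All 16 primitive erythroid genes were lower (median -6.45, adjusted p = 1.30e-21), among them Hbb-bh1 (-6.67) and Hemgn (-6.61). So were 12 of 13 haem and iron genes (median -3.11, adjusted p = 1.02e-15), such as Alad (-3.74), Tfrc (-3.59) and Cpox (-3.25). Slc38a5 (-7.35) and Krt8 (-6.37) also fell. Genes of the cell cycle were lower in CD41-VE-cad+ cells, with 13 of 14 S-phase genes (median -1.32, adjusted p = 7.71e-11), including Cdc6 (-2.61) and Mcm5 (-1.79). Lower too were all 15 G2/M genes (median -1.44, adjusted p = 5.28e-09, adjusted p = 0.0829 with an estimated correlation), including Mki67 (-1.97) and Plk1 (-1.71). Of 13 matrix genes, 10 were higher, such as Lama4 (3.14), Fbn1 (2.58) and Col4a2 (2.31), with Nid2 (-0.29) and Col5a1 (-3.01) lower (median 1.38, adjusted p = 1.78e-07).

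Of 12 smooth muscle and mesenchyme genes, 8 were lower, including Col1a2 (-4.63), Postn (-4.52) and Pdgfrb (-3.85), whereas Tagln (0.67) and Myl9 (1.37) were higher (median -1.91, adjusted p = 0.00660, adjusted p = 0.153 with an estimated correlation). Among 13 haemato-endothelial factors 6 were higher, led by Erg (4.83), Sox7 (4.14), Fli1 (3.05) and Ets1 (2.54), and Runx1 (-1.83) and Tal1 (-0.34) were lower (median 0.47, adjusted p = 0.00263, adjusted p = 0.0675 with an estimated correlation). Of 10 immediate early genes, 8 were higher, among them Atf3 (2.58), Junb (1.59), Jun (1.43) and Ier2 (0.84; median 1.24, adjusted p = 0.000673, adjusted p = 0.0664 with an estimated correlation). Of 8 BMP targets, 4 were higher, Id3 (2.77), Id1 (1.93), Smad7 (1.65) and Smad6 (1.32), and Bambi was lower at -0.68 (median 0.55, adjusted p = 0.00660, adjusted p = 0.0664 with an estimated correlation). Of 13 glycolysis and hypoxia genes 9 were lower, such as Slc2a1 (-2.14), Tpi1 (-0.85) and Aldoa (-0.68), and Ddit4 (1.63), Vegfa (1.496) and Pgk1 (0.33) were higher (median -0.54, adjusted p = 0.0495, adjusted p = 0.316 with an estimated correlation). This last call was lost without plate 2, 3, 5, 6 or 9 (adjusted p = 0.0612, 0.0635, 0.0515, 0.0585 and 0.0613), within 0.0213 to 0.187 over all alternatives. It was also lost with spliced UMIs, saturation-corrected or not, with no filter on low counts and with batch 1 alone. The same held for the cell filter within each plate and for every well with at least 1000 UMIs. Of 11 epiblast genes, 9 were lower, including Utf1 (-6.81) and Cdh1 (-3.71), and Dppa4 (0.84) was higher, yet the list did not pass (adjusted p = 0.0598). With plate as a block it did (adjusted p = 0.0308, and 0.303 with an estimated correlation), as it did without plate 1, 2, 3 or 8 (0.0270, 0.0306, 0.0441 and 0.0411), within 0.00104 to 0.134 over all alternatives. The epiblast list also passed with the read-based values, DESeq2 size factors, no filter or a stricter one on low counts and batch 1 alone. The other 10 lists, this one included, gave adjusted p from 0.0598 to 0.958, with 15 of 104 members higher and 40 lower (16 and 39 adjusted over the list alone). The WNT list among them (adjusted p = 0.0984) passed without plate 1 (0.0482, within 0.0318 to 0.204 over all alternatives). It also passed with the read-based values, with no filter on low counts and with batch 1 alone. Counts adjusted over the list alone differed for 3 called lists, with 9 immediate early genes, 7 haemato-endothelial factors and 3 smooth muscle genes higher.

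In all, 6293 of 11725 genes differed, 3080 higher and 3213 lower in CD41-VE-cad+ sums, 2681 by at least 2-fold, with no overlap of plates for 1854 (chance share 0.00823%). The counts within batches 1 and 2 were 3498 and 5544, with 98.4% and 100% in the same direction. When cells in erythroid-like clusters were left out and sums of at least 5 cells were used, 4841 genes differed, the erythroid and haem lists no longer passed (adjusted p = 0.182 and 0.338), and Hbb-y stood at 0.0563 (adjusted p = 0.915). The BMP (adjusted p = 0.0593, within 0.000458 to 0.0619 over all alternatives) and glycolysis lists (0.163) and Mki67 (0.115, within 3.88e-23 to 0.115) also lost their calls, as did Alas2 (0.228), Slc38a5 (0.323) and Hemgn (0.231). The epiblast (0.00104) and WNT lists (0.0377) gained one.

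CD41+VE-cad+ cells, which carry a blood and an endothelial surface protein, were then compared with CD41-VE-cad+ endothelium. Blood genes were higher in the CD41+VE-cad+ gate. Runx1, the factor needed for blood to arise from endothelium, rose by 4.23 ± 0.20 (635 ± 70.9 against 32.4 ± 20.1 CPM, n = 9 plates each, adjusted p = 3.99e-29, chromosome 16, 92601466 to 92826074). Lyz2, a myeloid lysozyme, rose by 6.97 ± 0.56 (910 ± 419 against 6.79 ± 7.76 CPM, adjusted p = 1.03e-17) and Pf4, a platelet chemokine, by 6.31 ± 0.44 (882 ± 720 against 11.4 ± 4.91 CPM, adjusted p = 8.97e-21). Endothelial genes were lower, with endothelin (Edn1) at -7.19 ± 0.25 (6.71 ± 5.31 against 1005 ± 180 CPM, adjusted p = 1.64e-36), Sox17 at -6.96 ± 0.33 (4.66 ± 3.94 against 590 ± 103 CPM, adjusted p = 2.95e-29) and Col4a1 at -4.69 ± 0.14 (252 ± 49.6 against 6496 ± 607 CPM, adjusted p = 1.51e-40). These 6 genes moved alike on 9 of 9 plates and within both batches (Runx1 4.52 and 4.17, Sox17 -6.50 and -7.16). Other large rises were in Clec4n (8.03), Hp (7.90), Tyrobp (7.18), Igsf6 (6.93), Ccl3 (6.83), Ccr2 (6.74), Cd52 (6.68), Spp1 (6.60) and Coro1a (6.48). Gfi1b had 965 UMIs against 3.

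Of 17 endothelial genes, 16 were lower in the CD41+VE-cad+ gate, among them Nos3 (-5.99), Ptprb (-5.29) and Ramp2 (-3.56). Cd34 alone was higher (2.02; list median -3.10, adjusted p = 5.42e-12). All 8 arterial genes were lower, such as Efnb2 (-4.82), Notch4 (-3.76) and Jag1 (-3.65; median -3.18, adjusted p = 2.72e-06). So were 12 of 13 matrix genes (median -4.45, adjusted p = 2.75e-15), including Lamb1 (-5.42), Col4a2 (-4.24) and Sparc (-3.33). Plat (-8.12), Cav1 (-7.66), Tagln (-7.37), Bmp6 (-7.12), Adgrf5 (-6.89), Robo4 (-6.68), Nexn (-6.50) and Cryab (-6.49) had large falls. All 11 megakaryocyte genes were higher, such as Gp5 (5.87) and Itgb3 (4.76; median 5.40, adjusted p = 2.80e-07). Of 16 primitive erythroid genes, 15 were higher, such as Nfe2 (5.79), Hbb-bh1 (4.32) and Gata1 (4.07; median 3.56, adjusted p = 6.20e-08). All 13 myeloid genes were higher, with Fcgr3 (6.10), Mpo (5.78), Fcer1g (5.54) and Spi1 (5.11) as examples (median 5.11, adjusted p = 2.38e-06, adjusted p = 0.0645 with an estimated correlation). Of 11 definitive progenitor genes, 9 were higher, including Ikzf1 (5.07), and Mecom (-3.73) and Cd93 (-3.59) were lower (median 5.07, adjusted p = 0.000916, adjusted p = 0.0919 with an estimated correlation).

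Cell cycle genes were higher as well, with all 15 of the G2/M list (median 1.54, adjusted p = 2.80e-07, adjusted p = 0.126 with an estimated correlation). The same held for all 14 of the S-phase list (median 1.17, adjusted p = 8.84e-07, adjusted p = 0.0691 with an estimated correlation), among them Aurkb (2.21), Mki67 (1.96), Uhrf1 (1.89) and Mcm5 (1.65). Of 10 lateral mesoderm genes, 9 were lower, including Hand2 (-4.63), Gata4 (-2.95), Bmp4 (-2.95) and Tbx3 (-2.69; median -2.71, adjusted p = 5.48e-05). Of 8 BMP targets, 5 were lower, such as Id3 (-3.12), Smad7 (-3.03) and Smad6 (-2.53), and Id2 was higher at 1.43 (median -1.29, adjusted p = 0.00248). Of 12 smooth muscle genes, 7 were lower, such as Col3a1 (-4.96), Acta2 (-4.57) and Cnn1 (-3.49), and Des was higher at 1.997 (median -1.85, adjusted p = 0.0240, adjusted p = 0.248 with an estimated correlation). Of 13 haem and iron genes, 7 were higher, such as Alas2 (2.92), Tfrc (1.73), Fth1 (1.44) and Urod (1.39; median 0.85, adjusted p = 0.0101, adjusted p = 0.248 with an estimated correlation). The remaining 9 lists did not pass (adjusted p from 0.109 to 0.954), with 23 of 95 members higher and 33 lower (24 and 33 adjusted over the list alone). Counts of the 13 called lists were the same when adjusted over the list alone. Of 11725 genes, 7329 differed, 4031 higher and 3298 lower, 3522 by at least 2-fold, with no overlap of plates for 3320 (chance share 0.00411%). Batch 1 alone gave 4923 and batch 2 alone 6745, with 99.6% and 100% in the same direction.

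Among CD41+VE-cad- cells, the c-Kit+ gate was compared with the c-Kit- gate. c-Kit+ cells carried genes of progenitors. Myb, a factor of definitive blood progenitors, rose by 4.35 ± 0.33 (199.8 ± 20.7 against 9.58 ± 5.54 CPM, n = 9 plates each, adjusted p = 4.29e-18), and Mpo, the myeloid peroxidase, by 4.86 ± 0.45 (121 ± 31.4 against 3.75 ± 4.03 CPM, adjusted p = 1.26e-14). c-Kit- cells carried red cell and platelet genes. Hbb-y stood at -4.40 ± 0.27 (1116 ± 702 against 23526 ± 5624 CPM, adjusted p = 5.42e-23), Pf4 at -4.30 ± 0.32 (209 ± 128 against 4133 ± 1716 CPM, adjusted p = 1.47e-18) and Vwf, the von Willebrand factor gene, at -4.11 ± 0.21 (27.3 ± 12.7 against 449 ± 127 CPM, adjusted p = 2.09e-26). Each moved alike on 9 of 9 plates and within both batches (Myb 4.02 and 4.53, Pf4 -3.63 and -4.62). Other large rises were in Cmtm7 (4.43), Perp (4.30), Ptgs2 (4.08), Lratd2 (4.002), Ctse (3.95), Cd34 (3.79) and Cdk6 (3.78). Falls were also large in Lypd1 (-6.57), Alox12 (-5.40), Ly6g6f (-5.19), Plxna4 (-4.60), Gp6 (-4.55), Hbb-bh0 (-4.54) and Hba-x (-4.34).

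All 16 primitive erythroid genes were lower in c-Kit+ cells, among them Hba-a1 (-4.23), a paralog that shares reads with Hba-a2 (list median -2.74, adjusted p = 1.11e-22). All 13 haem and iron genes were lower, such as Alas2 (-4.33), Tfrc (-2.26), Urod (-1.60) and Fech (-1.46; median -1.30, adjusted p = 1.84e-11). Of 11 megakaryocyte genes, 10 were lower, including Tubb1 (-4.72), Gp5 (-3.23) and Gp1bb (-3.21), and Selp was higher at 1.64 (median -3.21, adjusted p = 7.02e-16). Of 11 definitive progenitor genes, 8 were higher, including Csf2rb (3.47), Ikzf1 (2.51) and Meis1 (1.54), and Mecom was lower at -1.47 (median 1.93, adjusted p = 5.65e-06). Of 13 myeloid genes, 6 were higher, such as Spi1 (2.82), Prtn3 (2.74) and Fcgr3 (2.63), and Ctss was lower at -1.90 (median 1.35, adjusted p = 0.00763, adjusted p = 0.479 with an estimated correlation). Of 15 G2/M genes, 12 were higher, such as Plk1 (0.94), Ube2c (0.82), Cdc20 (0.76) and Tpx2 (0.67; median 0.56, adjusted p = 0.00200). Of 14 S-phase genes 9 were higher, such as Mcm3 (0.77), Tyms (0.73), Mcm7 (0.59) and Mcm4 (0.50; median 0.43, adjusted p = 0.0116). Both calls gave adjusted p = 0.550 with an estimated correlation. Of 7 cardiac genes Tnnt2 (-3.18), Mef2c (-0.68) and Tnni1 (-0.64) were lower (median -0.92, adjusted p = 0.0413, adjusted p = 0.108 with an estimated correlation). The cardiac call was lost without plate 1, 3, 4 or 8 (adjusted p = 0.0746, 0.0512, 0.0517 and 0.0614), within 0.0109 to 0.111 over all alternatives, and that of Tnni1 without plate 1 (adjusted p = 0.0627, within 0.000569 to 0.266). With batch 1 alone the cardiac list and Tnni1 also lost their calls. The cardiac call was lost too with DESeq2 size factors, the cell filter within each plate and every well with at least 1000 UMIs. With the read-based values and with per-cell CPM in limma, Tnni1 and Mef2c lost their calls (Mef2c within 1.03e-06 to 0.300 over all alternatives).

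The other 14 lists did not pass in this comparison (adjusted p from 0.0865 to 0.946), with 34 of 156 members higher and 22 lower (34 and 23 adjusted over the list alone). Among them, the screen candidates (0.0865) passed with the read-based values and with no filter or a stricter one on low counts. Their adjusted p lay within 0.00203 to 0.149 over all alternatives. For the called lists, 13 G2/M and 10 S-phase genes were higher when adjusted over the list alone, and the other counts were unchanged. In total 5128 of 11725 genes differed, 2748 higher and 2380 lower in c-Kit+ sums, 2109 by at least 2-fold, with no overlap of plates for 1261 (chance share 0.00411%). The counts were 2537 in batch 1 and 4160 in batch 2, with 98.9% and 100% in the same direction. When erythroid-like cells were left out, again with sums of at least 5 cells, 5646 genes differed, and the haem and myeloid lists did not pass (adjusted p = 0.0784 and 0.132). The primitive streak list gained a call there (adjusted p = 0.0356, within 0.0356 to 0.385 over all alternatives).

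The CD41+VE-cad+ and c-Kit+ gates, of which the second alone was also gated on c-Kit, were compared to describe CD41+ cells that carry the endothelial protein. Itga2b (521 against 429 CPM, exact permutation, adjusted p = 0.107, higher on 8 of 9 plates) and Kit (237 against 221 CPM, adjusted p = 0.396, higher on 6 of 9) did not pass the test between them. Megakaryocyte-like cells were 13.9 ± 4.12% of the first gate and 1.55 ± 1.32% of the second, so differences between these gates cannot be assigned to VE-cadherin alone. Matrix and endothelial genes were higher in CD41+VE-cad+ cells, as were some of the myeloid list. Fn1, the fibronectin gene, rose by 2.38 ± 0.19 (1286 ± 273 against 246 ± 119 CPM, n = 9 plates each, adjusted p = 1.58e-15), by 3.16 in batch 1 and 2.07 in batch 2, and Clec4n, a lectin of myeloid cells, rose by 3.26 ± 0.29 (206 ± 103 against 20.8 ± 13.5 CPM, adjusted p = 5.72e-14). Gata1, a factor of erythroid and megakaryocyte cells, was lower by -0.91 ± 0.13 (134 ± 31.4 against 251 ± 37.3 CPM, adjusted p = 8.34e-08), as was the mucin gene Muc13 at -1.96 ± 0.19 (32.3 ± 18.3 against 125 ± 20.1 CPM, adjusted p = 2.20e-12). All 4 moved the same way on 9 of 9 plates. Further rises were in Pid1 (2.90), Ctsc (2.39), Hapln1 (2.36), Tmem108 (2.31) and Nrp2 (2.14). Levels of others fell, among them Pdcd4 (-1.71), Itga4 (-1.05), Aff3 (-1.03), Mt1 (-0.97), Ripor1 (-0.92), Sipa1l1 (-0.84) and Hmgb3 (-0.80).

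Of 13 matrix genes, 10 were higher, including Col4a2 (2.17), Col4a1 (2.14) and Sparc (1.14; median 1.14, adjusted p = 2.42e-10). Higher too were 12 of 17 endothelial genes, including Esam (2.21), Ptprb (2.20), Eng (1.97) and Ramp2 (1.66; median 1.20, adjusted p = 5.87e-10). Of 8 BMP targets, 4 were higher, Id2 (2.08), Id3 (1.479), Smad7 (0.97) and Id1 (0.84; median 0.90, adjusted p = 0.00109). Of 11 megakaryocyte genes, 7 were higher, such as Tubb1 (2.14), Pf4 (2.07), Gp6 (1.97) and Vwf (1.81; median 0.85, adjusted p = 4.41e-05, adjusted p = 0.109 with an estimated correlation). Of 13 myeloid genes, 7 were higher, such as Csf1r (2.45) and Lyz2 (2.36; median 0.66, adjusted p = 4.41e-05, adjusted p = 0.166 with an estimated correlation). Of 10 immediate early genes, 5 were higher, among them Atf3 (2.06), Dusp1 (0.92) and Jun (0.73), and Btg2 was lower at -0.40 (median 0.53, adjusted p = 0.00623, adjusted p = 0.216 with an estimated correlation). Cell cycle lists were slightly lower, with Ccnb2 (-0.38) alone past the threshold among 15 G2/M genes (median -0.28, adjusted p = 0.000254) and Mcm7 (-0.37) and Mcm3 (-0.23) among 14 S-phase genes (median -0.20, adjusted p = 0.00320). Both cell cycle calls gave adjusted p = 0.402 with an estimated correlation. The call of Mcm3 was lost under 7 of 24 alternatives (adjusted p within 0.00710 to 0.324), among them without plate 8 (0.0659). Those of Ccnb2 and Mcm7 were lost with the read-based values and with batch 1 alone (within 0.000456 to 0.160 and 9.93e-05 to 0.250). Klf1 was lower (-2.12), whereas the globins Hba-a1 (1.43) and Hbb-y (1.36) were higher, and the erythroid list, with 4 of 16 genes higher and 6 lower, did not pass. Without erythroid-like HB cells the erythroid list and the haem list were lower and passed (adjusted p = 0.0143 for both, within 0.0143 to 0.815 and 0.0143 to 0.370 over all alternatives).

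Together with that list, 14 lists did not pass here (adjusted p from 0.201 to 0.990), with 23 of 155 members higher and 19 lower (25 and 19 adjusted over the list alone). For the called lists, 13 matrix genes, 8 myeloid genes, 5 BMP targets and 7 immediate early genes were higher when adjusted over the list alone. In total 2370 of 11725 genes differed, 1714 higher and 656 lower in CD41+VE-cad+ sums, 707 by at least 2-fold, with no overlap of plates for 328 (chance share 0.00411%). Within batch 1 and batch 2 there were 800 and 1449, with 99.7% and 100% in the same direction.

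The 5 HB gates, averaged, were compared with FLK1+ cells of EBs to describe the difference between the stages. Which sorted mesoderm the HB cultures of each plate came from is not stated, and the HB levels of plate 9 are means of 4 gates. Mesodermal regulators were lower in HB cells. Mesp1, a factor of early mesoderm, fell by 6.52 ± 0.13 on the log2 scale (2.39 ± 0.861 against 224 ± 40.2 CPM, n = 9 plates each, adjusted p = 2.51e-51), Etv2 fell by 5.93 ± 0.12 (6.55 ± 1.56 against 399 ± 46.8 CPM, adjusted p = 2.62e-51) and T fell by 5.02 ± 0.10 (6.48 ± 2.20 against 216 ± 35.5 CPM, adjusted p = 2.51e-51). Blood genes were higher, with the embryonic globin Hbb-bh1 at 4.56 ± 0.24 (12707 ± 1521 against 189 ± 54.8 CPM, adjusted p = 2.90e-27), Gata1 at 3.24 ± 0.15 (257 ± 28.4 against 13.7 ± 4.52 CPM, adjusted p = 4.62e-30) and Runx1 at 2.40 ± 0.15 (469 ± 59.5 against 51.1 ± 12.2 CPM, adjusted p = 3.39e-23). All 6 held on 9 of 9 plates and within both batches (Etv2 -6.31 and -5.80, Gata1 3.51 and 3.15). Other large rises were in Anxa1 (5.58), Tspan32 (5.46), Thbs1 (5.46), Rab27b (5.27), Arhgdib (5.24), Spns2 (5.23), Fmo1 (5.16) and Cd34 (5.07). Large falls, besides those above, were in Evx1 (-6.35), Vstm2b (-6.25), Mixl1 (-6.01), Msx1 (-5.99), Tdgf1 (-5.95), Fgf3 (-5.35), Eomes (-5.31) and Rgs5 (-5.27).

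All 14 primitive streak genes were lower (median -4.96, adjusted p = 1.91e-11). Lower too were all 10 lateral mesoderm genes (median -3.37, adjusted p = 1.29e-07), such as Tbx3 (-4.65), Msx2 (-3.61) and Gata4 (-3.13), and also all 8 WNT targets (median -3.38, adjusted p = 7.11e-06), such as Sp5 (-5.04), Lef1 (-4.29), Tcf7 (-3.77) and Nkd1 (-2.99). Of 8 BMP targets, 7 were lower, such as Id4 (-4.43), Id3 (-3.10) and Bambi (-2.32; median -2.06, adjusted p = 0.000109). Of 14 candidates from the study's screen, 8 were lower, including Smad1 (-2.53 ± 0.08, 45.8 ± 5.77 against 201.5 ± 18.3 CPM), Npm1 (-1.44) and Six4 (-1.36), and Zbtb7b was higher at 1.59 (median -0.62, adjusted p = 0.0102). Of 16 erythroid genes, 15 were higher, such as Hbb-y (4.32) and Nfe2 (3.88; median 3.37, adjusted p = 4.29e-07). The definitive progenitor list was higher in all 11 genes, including Laptm5 (4.45), Meis1 (3.12) and Ikzf1 (2.55; median 3.02, adjusted p = 0.000334, adjusted p = 0.0747 with an estimated correlation). Of 11 megakaryocyte genes, 10 were higher, including Itgb3 (3.85), Pf4 (3.31) and Vwf (3.10; median 3.81, adjusted p = 6.11e-05, adjusted p = 0.0733 with an estimated correlation). Of 13 haem and iron genes, 12 were higher, including Alas2 (3.31), Fech (1.83), Uros (1.73) and Fth1 (0.93; median 1.21, adjusted p = 0.000131, adjusted p = 0.0950 with an estimated correlation). Myeloid genes were higher in 12 of 13 cases, including Fcgr3 (4.10), Lyz2 (3.997), Fcer1g (3.05) and Spi1 (2.43; median 2.84, adjusted p = 0.00674, adjusted p = 0.253 with an estimated correlation).

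Of 17 endothelial genes, 12 were higher, such as Tie1 (2.91), Esam (2.02) and Pecam1 (1.96), and Flt4 (-1.63), Nos3 (-1.28) and Ramp2 (-0.76) were lower (median 1.32, adjusted p = 0.00521, adjusted p = 0.102 with an estimated correlation). Of 11 epiblast genes, 8 were lower, such as Otx2 (-3.56), Nanog (-3.08) and Dnmt3b (-1.55), and Dppa4 was higher at 1.53 (median -2.82, adjusted p = 0.00288, adjusted p = 0.133 with an estimated correlation). Of 13 glycolysis and hypoxia genes, 10 were lower, such as Pfkl (-1.66), Ldha (-1.49), Eno1 (-1.33) and Hk2 (-1.20), and Slc2a3 was higher at 0.48 (median -0.72, adjusted p = 0.00179, adjusted p = 0.102 with an estimated correlation). Of 14 S-phase genes, 13 were lower, such as Mcm7 (-0.99), Gins2 (-0.82) and Mcm2 (-0.63; median -0.65, adjusted p = 0.000501, adjusted p = 0.175 with an estimated correlation). The same held for 13 of 15 G2/M genes, such as Plk1 (-1.20), Bub1 (-1.17), Cenpf (-1.06) and Ccnb1 (-1.05; median -0.74, adjusted p = 0.00136, adjusted p = 0.305 with an estimated correlation). The last 7 lists did not pass (adjusted p from 0.0747 to 0.904), with 29 of 68 members higher and 29 lower (29 and 29 adjusted over the list alone). The counts of the called lists were the same when adjusted over the list alone. Of 11725 genes, 9052 differed, 4364 higher and 4688 lower, 3513 by at least 2-fold, with no overlap of plates for 5513 (chance share 0.00411%). In all 6846 and 8583 differed within batches 1 and 2, with 99.6% and 100% in the same direction. Without erythroid-like HB cells the haem list did not pass (adjusted p = 0.209). Over the 6 comparisons, camera called 66 of 132 list tests and 34 of these also with an estimated correlation, fry called 92, and median, mean and test differed in sign for 22, none of them called.

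**Figure D3:**
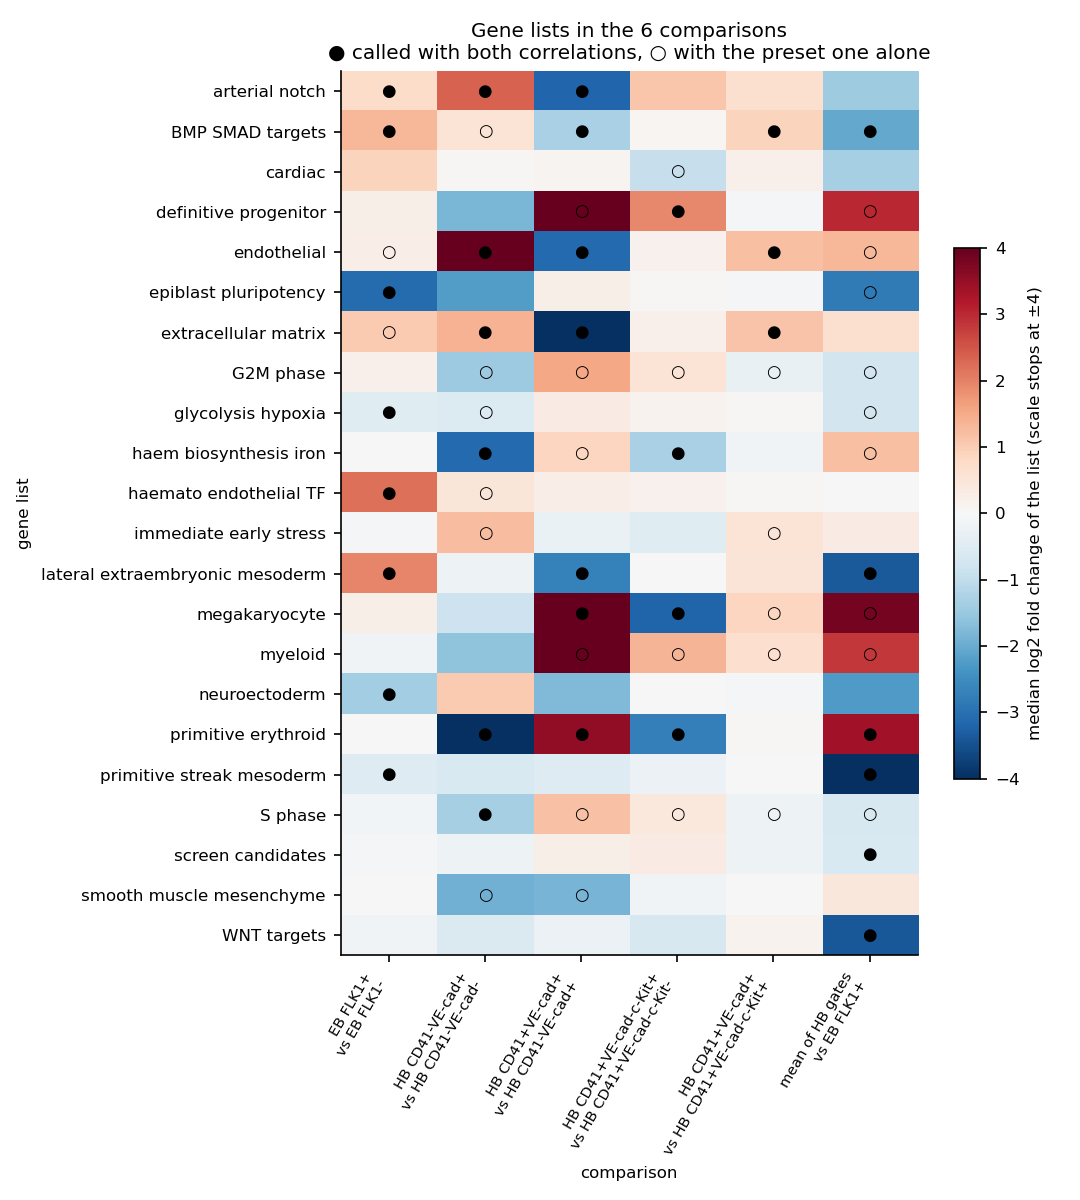
Median log2 fold change of each gene list (vertical) in the 6 comparisons (horizontal) on a colour scale from -4 to 4, with a filled dot for lists called with the preset and the estimated correlation and an open dot for lists called with the preset one alone. Dots mark 66 of 132 list tests, 34 of them filled.

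The screen of the study had named 14 candidate regulators of mesoderm, and their RNA was followed across EB cluster types from epiblast-like to haemato-endothelial mesoderm-like cells. Mean levels of Etv2 were 40.5 ± 38.5 CPM in epiblast-like cells, 247 ± 61.5 CPM in early mesoderm-like, 297 ± 101 CPM in lateral mesoderm-like and 521 ± 192 CPM in haemato-endothelial mesoderm-like cells (n = 9 plates, 7 for lateral). Smad1 was highest earlier, at 270 ± 22.9 CPM in early mesoderm-like cells against 105 ± 18.4 CPM in epiblast-like cells (1.34 ± 0.09, adjusted p = 5.61e-21). It was lower again in lateral (187 ± 14.5 CPM, -0.51 ± 0.09, adjusted p = 8.28e-06, but 0.286 at cluster resolution 1.5, within 1.23e-07 to 0.286 over all alternatives) and haemato-endothelial mesoderm-like cells (115 ± 19.5 CPM, -0.65 ± 0.10, adjusted p = 1.49e-07). Ldb1 differed over the types by less, from 117 ± 26.2 to 177 ± 19.6 CPM. Zbtb7b was highest in epiblast-like cells at 22.3 ± 10.8 CPM and lowest in early mesoderm-like cells at 5.97 ± 2.06 CPM (-1.84 ± 0.28, adjusted p = 1.40e-07). For Six4, with 28.0 ± 7.34 to 31.8 ± 7.43 CPM, the F test did not pass (adjusted p = 0.444). It did with the cell filter within each plate (0.00283) and with the read-based values (0.0147), within 0.00283 to 0.939 over all alternatives.

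Of the 14 candidates, 8 passed the F test over 7 EB clusters, 1 of them unnamed, among them Etv2 (adjusted p = 3.96e-31), Smad1 (1.84e-30), Zbtb7b (1.35e-07), Ldb1 (7.59e-07), Rpa1 (0.000171), Mis18a (0.000443) and Cop1 (0.0205), and 5206 of 9525 genes passed it in all. The same 8 passed when adjusted over the list alone, and Ep300, Npm1, Six4, Hira, Med18 and Rps27a did not pass (adjusted p from 0.269 to 0.846). The call of Cop1 was lost without plate 2, 4 or 7 (adjusted p = 0.0501, 0.126 and 0.0804, within 0.0126 to 0.155 over all alternatives), and that of Rpa1 without plate 2, 3 or 9 (0.110, 0.127 and 0.0700, within 9.18e-05 to 0.135). Cop1 and Rpa1 also lost their calls at cluster resolution 1.5, and Cop1 with the read-based values. Mis18a did not pass at cluster resolution 1.5 (adjusted p = 0.551, within 7.62e-06 to 0.551). Npm1 passed without plate 1 (adjusted p = 0.0207, within 0.0207 to 0.605). Levels pool the cells of a type on each plate, whereas a fitted step sets the mean of the log values of a type's clusters against that of another, so that the 2 differ where a type has unlike clusters. The step in Etv2 from epiblast-like to early mesoderm-like cells (1.31 ± 0.28, adjusted p = 0.000103) was lost without each of plates 1, 2, 3, 4, 5, 7, 8 and 9 in turn (adjusted p from 0.0676 to 0.770), with the clusters drawn anew each time. Its sign turned without plates 8 and 9 (-0.59 and -0.36). The call was also lost at resolutions 0.5 and 1.5 and with the cell filter within each plate. For the step from lateral to haemato-endothelial mesoderm-like cells (0.86 ± 0.20, adjusted p = 0.000701), the call was lost without plates 1, 4, 6 or 9 (adjusted p from 0.0619 to 0.704). It was also lost at resolution 1.5 and with the read-based values, and the step was -0.17 at resolution 0.5 (adjusted p = 0.576). The step from early to lateral mesoderm-like cells (1.51 ± 0.21, adjusted p = 4.14e-08) kept its call. That of Ldb1 from epiblast-like to early mesoderm-like cells (0.26 ± 0.10, adjusted p = 0.0475) was lost without plates 1, 2, 4, 5, 8 or 9 (adjusted p from 0.0688 to 0.866). The Ldb1 call was also lost at resolutions 0.5 and 1.5, with the cell filter within each plate and with the read-based values.

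**Figure D4:**
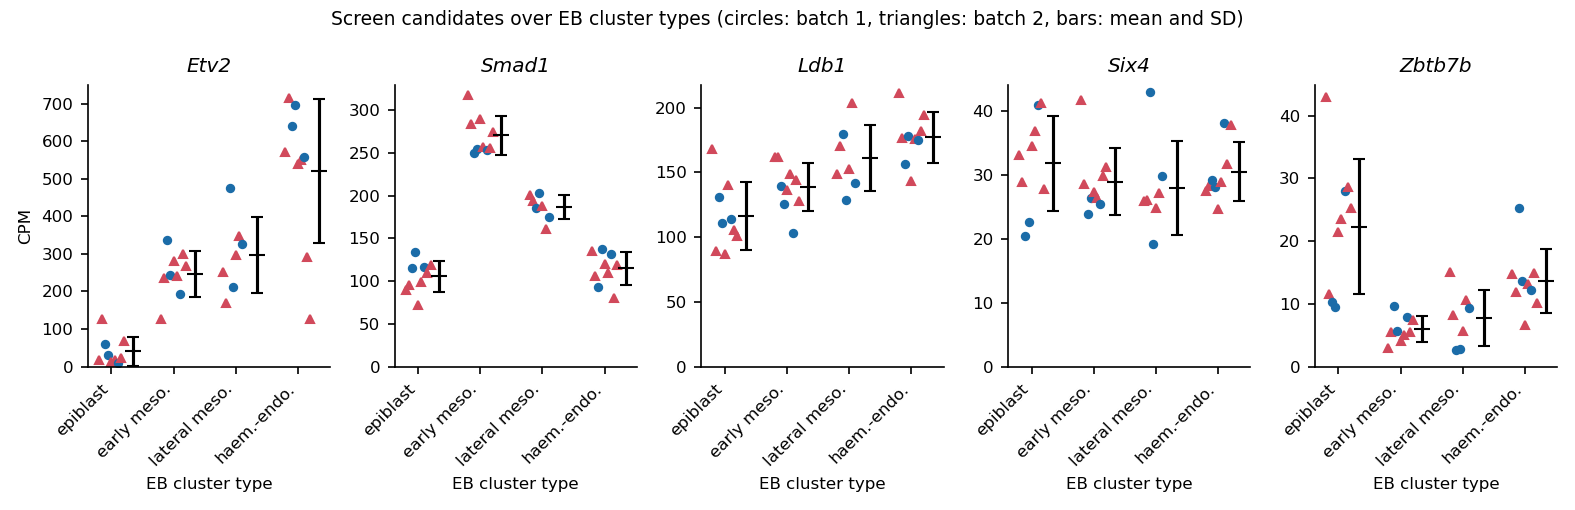
Levels in CPM of Etv2, Smad1, Ldb1, Six4 and Zbtb7b in the 4 named EB cluster types, with 1 point per plate (circles batch 1, triangles batch 2) and the mean with its SD as a bar. Etv2 is highest in haemato-endothelial mesoderm-like cells (521 CPM) and Smad1 in early mesoderm-like cells (270 CPM).

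Between the EB gates, Ldb1 was higher in FLK1+ sums (0.38 ± 0.09, adjusted p = 0.000849, 9 of 9 plates), while Smad1 (0.22 ± 0.09, adjusted p = 0.0711, higher on 8 of 9 plates), Six4 (-0.26 ± 0.17, adjusted p = 0.279) and Zbtb7b (-0.53 ± 0.22, adjusted p = 0.0649, higher on 2 of 9) did not pass. Smad1 passed under 9 of 23 alternatives (adjusted p within 0.00157 to 0.636 over all alternatives). It passed with plate as a block (0.0285), without plate 1 (0.0357) or plate 2 (0.0200), with spliced UMIs and with only the gates compared, among others. Zbtb7b passed with the DESeq2 Wald test and without plate 2 (adjusted p = 0.0436) or plate 4 (0.0328), within 0.0328 to 0.816 over all alternatives. Of cells thinned to 3000 UMIs, Etv2 had a UMI in 7.73% of FLK1- cells (95% interval 5.44 to 10.6%, exact) and 45.6% of FLK1+ cells (42.0 to 49.3%), Kdr in 7.51% and 70.6%, Smad1 in 42.4% and 42.1%, Ldb1 in 31.6% and 35.6%, Six4 in 8.83% and 7.56% and Zbtb7b in 2.87% and 2.83%. Hbb-y, which EB cells at this stage should lack, had a UMI in 38.6% and 35.9% of these cells, at median depths of 27567 and 32137 UMIs before thinning. Haemoglobin genes took a median of 0.0908% of UMIs in FLK1- cells, 0.0860% in FLK1+ cells and 0.0623% in CD41-VE-cad+ cells. The source of these UMIs was not tested. Low globin levels above, such as Hbb-bh1 in FLK1+ and Hbb-y in CD41-VE-cad+ sums, may therefore include background. No background was measured for the other genes. Intervals cover counting error only.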

Values the study reported

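The study described 7 populations sorted from EB and HB cultures on the basis of FLK1, CD41, VE-cadherin and c-Kit. It reported that 39.8% of the cells made in vitro could be placed on the haemato-endothelial path of an atlas of mouse gastrulation. For hits of its screen, it described a peak of Etv2 RNA as mesoderm loses PDGFRα, an earlier and broad expression of Smad1, and similar levels of Ldb1, Six4 and Zbtb7b across mesodermal populations, with Ldb1 the highest of those genes and Zbtb7b the lowest.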

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

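All tests in this part were chosen after the results they bear on had been seen.

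The CD41-VE-cad- gate held 87 primitive erythroid-like cells among 162, with some on each of 9 plates. Haemoglobin genes took a median of 17.9% of the UMIs of these cells against 0.0873% in EB wells, a ratio that was 142 on the plate with the lowest. These cells were named partly from haemoglobin genes, so a high share follows in part from that choice. Over all 162 cells of the gate, chosen without those genes, the median was 11.95%, against 0.0623% in the CD41-VE-cad+ gate. RNA spilled evenly from other wells is argued against by these values. CD41+ cells sorted into the gate are argued against too, since Itga2b was lower in these cells than in the erythroid-like cells of the c-Kit- gate by a log2 ratio of -2.80 (SE 0.196, lower on 9 of 9 plates, 87 against 81 cells), though 83 of the 87 and 6 of the 81 were in 1 cluster and the rest in another. A later stage of erythroid maturation may account for the missing CD41, and stays open as a hypothesis. The median ratio of 4 genes of late maturation was 1.41 (SE 0.236, higher on 9 of 9 plates), with Slc4a1 at 5.10, Epb42 at 1.27 and Alas2 at 1.16 among them.

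Megakaryocyte-like cells of the c-Kit- gate (118 cells) held a median of 4.84% haemoglobin UMIs. Erythroid cells in the same wells are argued against, since the ratio of Hba-x to Hbb-bh1 differed from that of the erythroid-like cells of the gate by a log2 of -1.78 (SE 0.126, lower on 9 of 9 plates), and since, at the 36.4% share of erythroid RNA that the haemoglobin would need, 5 other erythroid genes stood at a median of -0.86 (SE 0.227) on the log2 scale against the level needed, with Klf1 at -1.44, Epb42 above it at 0.97 and Slc4a1 resting on 1 UMI. RNA spilled from other wells is argued against, since the haemoglobin share was higher than in myeloid-like and definitive progenitor-like cells (588 cells) by a log2 ratio of 4.37 (SE 0.221). What gives these cells their haemoglobin RNA stays open, and no biological explanation was tested. These tests cover the c-Kit- gate only. Megakaryocyte-like cells of the CD41+VE-cad+ gate (66 cells) held a median of 4.85% haemoglobin UMIs, and those of the c-Kit+ gate (7 cells) 0.220%.

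Myeloid-like cells made up 145 of the 471 cells of the CD41+VE-cad+ gate, 63 in 1 cluster and 82 in another, against 66 and 19 in the c-Kit+ gate. Cdh5 was at 62.8 ± 26.8 CPM in these cells of the CD41+VE-cad+ gate and at 24.4 ± 13.6 CPM in myeloid-like cells of the c-Kit+ gate. The log2 ratio was 1.27 (SE 0.427, lower on 1 of 9 plates), and 1.78 (SE 0.408, lower on 0 of 8) within the cluster that held 63 and 66 of these cells. Antibody bound to cells without VE-cadherin RNA is thus argued against as the source of all these cells. Pooled levels cannot tell whether it accounts for a part of them, and the other cluster was not compared on its own. Whether the myeloid-like cells of the CD41+VE-cad+ gate kept other endothelial transcripts cannot be told apart from no difference, since the median ratio of 11 endothelial genes was -0.029 (SE 0.121), with 6 genes higher and 7 left out for low counts. Their Cdh5 was below that of the rest of the gate (139 ± 20.7 CPM). Descent from endothelium remains an untested explanation.

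In 15 of 145 groups of plate values, 1 plate stood far from the others, where about 1 in 20 (7.25 groups) would by chance alone. Plate 1 stood apart in 4, plate 9 in 3, plates 2, 3 and 5 in 2 each, and plates 4 and 6 in 1 each. In FLK1- cells, Kit was at 46.5 CPM on plate 4 (25.5 to 36.0 on the others) and Tal1 at 18.7 CPM on plate 3 (3.97 to 10.8). In the CD41-VE-cad+ gate, Pdgfra was at 25.7 CPM on plate 6 (1.94 to 13.8). In the same gate on plate 1, Runx1 was at 82.1 CPM (17.4 to 43.1) and Klf1 at 2.90 CPM, with 0 UMIs on the others. In the CD41-VE-cad- gate, Pdgfra was at 23.6 CPM on plate 5 (8.89 to 15.7), Cdh5 at 42.6 CPM on plate 2 (0 to 14.5) and Kit at 36.7 CPM on plate 1 (5.70 to 14.8). Hbb-y in the c-Kit- gate was at 36720 CPM on plate 9 (18625 to 26741). Fn1 in the c-Kit+ gate was at 533 CPM on plate 5 (139 to 285), and Muc13 in the CD41+VE-cad+ gate at 73.7 CPM on plate 9 (9.31 to 41.6). Etv2 in epiblast-like cells was at 127 CPM on plate 2 (8.60 to 68.3). Six4 in early mesoderm-like cells was at 41.7 CPM on plate 1 (23.9 to 31.2), and Zbtb7b in haemato-endothelial mesoderm-like cells at 25.3 CPM on plate 3 (6.56 to 14.9). The median share of spike-ins over all wells was 6.44% on plate 9 (1.86 to 3.53% on the others).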

How the results depend on the processing

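The settings that use saturation-corrected spliced UMIs, 1 batch alone or no erythroid-like HB cells were chosen after seeing the data. Of 143 counts of genes under the alternatives, 134 stayed within 1.5 times the reported count, and leaving out each plate in turn kept all 54 there. FLK1+ against FLK1- fell from 2918 to 1687 with the read-based estimated counts, to 1546 with per-cell CPM in limma and to 1086 with batch 1 alone. CD41+VE-cad+ against c-Kit+ fell from 2370 to 1343, 1369 and 800 under these settings, and to 1449 with batch 2 alone. Batch 1 alone gave 3498 genes for CD41-VE-cad+ against CD41-VE-cad- and 2537 for c-Kit+ against c-Kit-. A single batch has fewer plates (3 or 6), which lowers the count by construction, and for the other settings the cause was not tested. EB cells formed 5 clusters at resolution 0.5 and 16 at resolution 1.5, against 9, and at resolution 1.5 the F test passed 4 candidates, against 8. The cause of these was not tested.

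Of 9022 values of named genes, 8968 kept their direction and their side of the threshold, 38 lost their call, 14 gained one and 2 changed sign. Those were Itga2b (0.0719, adjusted p = 0.896, within 3.53e-09 to 0.896 over its alternatives) and Hbb-y (0.0563, adjusted p = 0.915, within 3.26e-136 to 0.915 over its alternatives) in CD41-VE-cad+ against CD41-VE-cad- without erythroid-like HB cells and with sums of at least 5 cells in place of 10. The cells left out of the CD41-VE-cad- gate carried Hbb-y at 39283 CPM and Itga2b at 86.0 CPM, against 15675 and 44.4 CPM in the sums of that gate, so that their removal lowers both there. Of 2750 values of lists, 2681 kept their call, 37 lost and 32 gained one, none changed direction, and 110 of 132 lists held under all alternatives. Batch 1 alone took the call from 17 genes and 7 lists. The step of Etv2 from lateral to haemato-endothelial mesoderm-like cells was -0.17 at resolution 0.5 (adjusted p = 0.576, within 1.02e-05 to 0.959 over its alternatives), and that from epiblast-like to early mesoderm-like cells ran from -0.59 to 1.47 when plates were left out in turn, with -0.59 without plate 8 (adjusted p = 0.495) and -0.36 without plate 9 (adjusted p = 0.533). The cause of neither was tested. Shares of cells with a UMI moved in 149 of 280 values, with 70 of 70 moved without thinning, 32 at 1500 UMIs, 43 at 5000 UMIs and 4 with every well of at least 1000 UMIs. Per-cell CPM shifted the median of all genes by 0.35 in c-Kit+ against c-Kit-, 0.19 in CD41+VE-cad+ against CD41-VE-cad+ and -0.20 in HB gates against FLK1+. Sums of plate and gate held as few as 11 cells, which limits what low levels can show.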

Other observations

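All tests in this part were chosen after the results they bear on had been seen, and so was the choice of clusters described.

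Some clusters were given no name, since they were small, had fewer than 3 markers of any list, or had more markers of another list than of their own among the 10 genes with the largest fold. In EBs, 32 cells were led by Cer1, Sox17, Foxa2, Trh and Spink1, and 5 epiblast markers were raised in them. A further 19 cells were led by Mt2, Tdh, Zfp42, Dppa5a and Mt1, with 6 epiblast markers raised. A cluster of 103 EB cells was led by Lefty2, Pcdh19 and Tenm2, with 7 early mesoderm markers raised. In HB cultures, 145 cells were led by Hapln1, Lyve1 and Igf1, and 126 cells by Muc13, Sardh, Tnni1 and Pdcd4, with 3 megakaryocyte markers raised in the latter. In 8 HB cells a median of 15.2% of UMIs was spliced, against 84.5% over all HB cells, and their leading genes were Csmd1, Galntl6, Tenm2, Lrp1b and Thsd7b.

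Whether the numbers of genes that differ between gates could arise by chance was tested by exchanging gate labels within plates, with 100 label sets per comparison, the real one included, in fits of the compared gates alone. In each of the 6 comparisons only 1 of the 100 sets, the real one, gave as many genes. Exchanged labels mix gates that were sorted on different proteins, which raises the spread within each group and lowers the count. The test therefore says that the real labels set the gates apart, and does not size the count that chance would give. FLK1+ against FLK1- gave 3652 genes, with 1933 as the highest of the other sets. CD41-VE-cad+ against CD41-VE-cad- gave 4796, with 3196 as the highest other. For CD41+VE-cad+ against CD41-VE-cad+ the values were 6219 and 4785, for c-Kit+ against c-Kit- 3747 and 2560, for CD41+VE-cad+ against c-Kit+ 2381 and 858, and for the HB gates against FLK1+ 8560 and 1537.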
